# RNAseq of diverse spring wheat cultivars released during last 110 years

**DOI:** 10.1038/s41597-023-02769-w

**Published:** 2023-12-08

**Authors:** Saman Maqbool, Samar Naseer, Nageen Zahra, Fatima Rasool, Humaira Qayyum, Khawar Majeed, Muhammad Jahanzaib, Muhammad Sajjad, Muhammad Fayyaz, Muhammad Kashif Naeem, Muhammad Ramzan Khan, Hao Zhang, Awais Rasheed, Huihui Li

**Keywords:** Plant breeding, Plant genetics

## Abstract

Here, we performed RNA-seq based expression analysis of root and leaf tissues of a set of 24 historical spring wheat cultivars representing 110 years of temporal genetic variations. This huge 130 tissues RNAseq dataset was initially used to study expression pattern of 97 genes regulating root growth and development in wheat. Root system architecture (RSA) is an important target for breeding stress-resilient and high-yielding wheat cultivars under climatic fluctuations. However, root transcriptome analysis is usually obscured due to challenges in root research due to their below ground presence. We also validated the dataset by performing correlation analysis between expression of RSA related genes in roots and leaves with 25 root traits analyzed under varying moisture conditions and 10 yield-related traits. The Pearson’s correlation coefficients between root phenotypes and expression of root-specific genes varied from −0.72 to 0.78, and strong correlations with genes such as *DRO1*, *TaMOR*, *ARF4*, *PIN1* was observed. The presented datasets have multiple uses such as a) studying the change in expression pattern of genes during time, b) differential expression of genes in two very important tissues of wheat i.e., leaf and roots, and c) studying customized expression of genes associated with important phenotypes in diverse wheat cultivars. The initial findings presented here provided key insights into understanding the transcriptomic basis of phenotypic variability of RSA in wheat cultivars.

## Background & Summary

Bread wheat (*Triticum aestivum*) is one of the most important staple food crops providing 55% of carbohydrates to the world population. The grain yield of wheat has to increase at an average annual rate of ~2% in a limited area of cultivated land to meet the world food demand^1^. A deeper understanding of wheat genetics is required to address the primary challenge of sustaining food security in the context of climate change to feed the growing population. It is critical to deepen the knowledge of the wheat genomics and its genetic composition as well as the broad range of sequencing and transcriptomics data to understand genetic basis of wheat adaptability to target environments^2^. Identification and functional characterization of genes that regulate developmental stages critical for withstanding climatic fluctuations is an important aspect of this area of research. Similarly, it is central to functional genetic studies to analyze dynamic expression patterns of each gene contributing to plant development in various tissues and response to various environmental stimuli^3^.

Roots are significant for the production of food grains such as wheat and rice^4^. A variety of morphological and physiological traits expressed by root systems facilitate the uptake of water and nutrients. Similar to above-ground traits, there must be an understanding of unique root system architecture (RSA) for optimum resource acquisition^5^. Since roots are important components of breeding programs, it is crucial to understand the molecular mechanisms involved in root formation especially under challenging conditions.

In order to pinpoint the genetic components influencing the root growth in maize, rice and other crops, a variety of forward and reverse genetics techniques including transcriptomics and functional genomics have been applied^6^. The transcriptome studies using next-generation sequencing (NGS) technologies have paved the way in linking genotype to phenotype and can detect the molecular mechanisms underlying plant responses to abiotic stress^7^. Presently, several population-wide transcriptome analyses have been conducted in cereal crops including rice^8^, wheat^9^, and barley^10^. These studies unravelled the associations between gene expression and traits; however, field studies have generally been restricted to transcriptomics of above-ground shoots due to the challenge of sampling root tissues in field conditions. RNA-seq previously known as whole transcriptome shotgun sequencing has excitingly shaped whole transcriptome profiling^7^. It can identify transcript levels, expressed polymorphisms, and splicing isoforms. The development of high-throughput next-generation RNA-seq technologies provides new insights into transcriptome analysis such as a detailed expression profile, higher sensitivity to genes expressing at both high and low extremes, and no limitation by the lack of prior genome knowledge^11^. RNA-seq studies in wheat are increasing rapidly owing to the reconstruction of the entire transcriptome using the short paired-end (PE) assembly of de novo reads^12^ and provide a precise measurement of transcript levels. In wheat, some large-scale RNAseq studies available where transcriptome of multiple tissues from a single cultivar are reported like in Chinese Spring and Azhurnaya^13^. In this study, we conducted transcriptome profiling using RNA-seq on a set of 24 bread wheat varieties with diverse phenotypes supported by their large-scale phenotypic variation in agronomic and RSA traits^14,15^. We initially analyzed the dataset to identify expression variation of potential transcripts or genes involved in RSA and validated by correlation analysis with RSA phenotypes.

## Methods

### Plant material

A panel of 24 historical spring wheat cultivars released in Pakistan was selected for this study. The cultivar name, year of release, and pedigree are given in Table 1. These cultivars selected based on the year of release to represent the cultivated diversity over the course of 110 years.

**Table 1:** List of historical spring wheat cultivars with release year and pedigree.

Name	Year of Release	Pedigree
T9	1911	Landrace
C518	1933	T9/8 A
C217	1944	C 516 X C 591
C271	1957	C230/IP165
Drik	1958	C-271/WILLET-DWARF//SONORA-64
Maxipak-65	1965	PJ/GB55 or PJ62/GB55
Photowar-70	1970	BURT/KENYA//QUETA(L)/3/NAD63
Pari-73	1973	CNO67//SN64/KLRE/3/8156
Pak-81	1981	KVZ/BUHO//KAL/BB
Barani-83	1983	BB/GLL/3/GTO/7 C//BB/CNO67
Chakwal 86	1986	FORLANI/ACC//ANA
Rawal 87	1987	MAYA/MON//KVZ/TRM
Pasban-90	1990	INIA F66/TH.DISTICHUM//INIAF66/3/GENARO T81
Inquilab-91	1991	LR64A/NAI60
Parwaz-94	1994	C271/WT(E)/SN64
Punjab-96	1996	URES/BOW’S
Chakwal-97	1998	BUC’S’/FCT’S’
G.A.2002	2002	DWL5023/SNB//SNB
Seher-2006	2006	CNO67//SN64/KLRE/3/8156
Chakwal-50	2008	ATTILA/3/HUI/CARC//CHEN/CHTO/4/ATTILA
NARC-2009	2009	INQALAB 91*2/TUKURU
Dharabi-2011	2011	HXL-7573/2*BAGULA//PASTOR
Pakistan-13	2013	MEX94.27.1.20/3/Sokoll//Attila/3*BCN
Ujala-2016	2016	KIRITATI/4/2*WEAVER/TSC//WEAVER/3/WEAVER

### Growth and RNA isolation

The seeds of 24 wheat cultivars were surface sterilized using 3% NaOCl and were sown in triplicates in plastic trays containing peat moss. Two weeks after germination (at Zadoks stage 2), seedling leaf and root tissues were collected and subjected to total RNA extraction. RNA extraction was performed using EasyPure Plant RNA Kit (ER301-01) following the instructions provided by manufacturer and quantified using Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific, USA).

### RNA Sequencing and identification of differentially expressed genes

The RNA samples were sequenced from Beijing Genomics Institute (BGI), China. For cDNA synthesis, the oligo (dT) method was used. The 50-bp single-end sequencing libraries were constructed, and BGISEQ-500 platform was used for sequencing using standard protocols. ‘Clean data’ was produced as FastQ data files using SOAPnuke version 2.1.6. Mapping with reference genome of bread wheat^16^ was done using HISAT2 software v 2.2.1^17^. Bowtie software was used for alignment of reference sequence with reads^18^. The reads were then quantified using featureCounts software and differentially expressed genes (DEGs) were identified using DeSEQ. 2 in R v 4.1.1. The threshold value for filtering of DEGs was set at 0.1. All the DEG files were then culminated into a single file used for further analysis^19^. The R codes were used to generate heatmaps directly from the normalized count file^20^, or phenotypic data from the diversity panel was used to calculate correlation values and plot correlation values as heatmaps^20^.

### Phenotyping for agronomic traits and root system architecture

The agronomic traits of the diversity panel were taken from our previous experiment^21^. Briefly, the diversity panel was planted at five locations and important agronomic traits were recorded. The phenotyping for RSA architecture traits has been described in detail^14^. The imaging platform consisting of RhizoVision crown hardware^22^ controlled by RhizoVision Imager software was used for root image acquisition and details have been described previously^14^. The RSA traits included in the study were maximum weight (MaxW), maximum diameter (MaxD), lower root area (LRA), median number of roots (MNR), steep angle frequency (StAF), solidity (S), volume diameter (VD), surface area (SA), network area (NtA), projected area diameter (PAD), surface area diameter (SAD), median angle frequency (MAF), average root orientation (ARO), shallow angle frequency (SAF), depth (D), width to depth ratio (WDR), maximum number of roots (MaxNR), number of root tips (NRT), volume (V), perimeter (P), total root length (TRL), root length diameter (RLD), convex area (CA), average diameter (AD), and median diameter (MD). The correlation between gene expression and various traits including RSA traits, root hair length and density under low and high phosphorous treatments, and yield-related traits was determined using ‘psych’ package in R version 4.2.1.

## Data Records

In total, 130 RNA-seq datasets were generated which are deposited to the SRA repository of NCBI under BioProject PRJNA863398^23^. The gene list of differentially expressed genes (DEGs) from each tissue is submitted to the Gene Expression Omnibus (GEO) repository under accession number GSE235844^24^. The raw count data table from RNAseq data of each tissue was generated and converted to normalized tpm values and deposited at FigShare^20^ under 10.6084/m9.figshare.23292389 and DryAd^19^ under 10.5061/dryad.zs7h44jcs.

The summary statistics of raw reads from leaf and root tissues are given in Supplementary Table 1.

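The deposited tables hold 135 libraries of the 24 cultivars in Table 1, 66 from leaf and 69 from root. Supplementary Table 1 lists 130 of them. The 5 others are all root libraries, namely replicate 1 of Dharabi-2011, replicates 1, 2 and 3 of GA-2002 and replicate 1 of Ujala-2016. Reads counted on genes made up between 43.8% and 49.3% of the mapped reads that Supplementary Table 1 reports, with a median of 46.2%. Over the 66 leaf libraries, counted and mapped reads were correlated with a Pearson's r of 0.896 and a Spearman's rho of 0.874 (permutation p = 1e-05 for each). Over the 64 root libraries with mapped reads the values were 0.954 and 0.936 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give). The p-values of these 2 relations were unchanged by Benjamini-Hochberg adjustment. Without the 2 libraries farthest from the median number of mapped reads, r was 0.872 in leaf and 0.950 in root.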

## Technical Validation

RNA quality was initially determined using NanoDrop and samples <1.8 values of OD260/280 and OD260/230 were further processed for RNA integrity. RNA integrity was assessed with Agilent 2100 Bioanalyzer RNA Nano assay (Agilent Technologies, USA). The average RIN values were 7.3 ± 0.5 for leaf samples and 6.9 ± 0.4 for root tissues. The qRT-PCR validation of selected genes was also performed.

### Quality assessment

The aligned FastQ data files were read using SAMTools software and basic statistics are presented in Supplementary Table 1. The average quality score which is ratio between the sum of base qualities and total length was >60 in all cases. The error rate which is mismatches per bases mapped was <0.001.

### Initial analysis of differentially expressed genes

The gene list of differentially expressed genes (DEGs) from each tissue is submitted to the Gene Expression Omnibus (GEO) repository under accession number GSE235844. 

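Leaf and root tissues were collected 2 weeks after germination, and 50-bp single-end reads were counted on genes by the authors with featureCounts. The counts carry no normalization, and 107891 of the genes listed in each library have a TraesCS identifier. In leaf tissues, 19 cultivars had 3 replicate libraries, 4 cultivars had 2 and Chakwal-97 had 1. In root tissues, 21 cultivars had 3 replicate libraries and 3 cultivars had 2. Between 8120220 and 10117977 reads per library were counted in leaf (median 9333578) and between 8421545 and 11212584 in root (median 9715375). The tpm values of the authors equalled tpm values computed from the counts in all 161 libraries that could be compared. For leaf vs root, counts were summed over the replicate libraries of a cultivar, which gave 24 samples per tissue, and tested with edgeR's quasi-likelihood F-test after TMM normalization and edgeR's filter on low counts. A positive log2 fold change means higher expression in leaf. For differences between cultivars within a tissue, each library was kept on its own, and the spread between the replicate libraries of a cultivar was the error. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and the paper's threshold of 0.1 was applied to them. A library without a count for a gene still allows an expression of up to 3 counts. This limit covers counting error only.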

A total of 38 RSA related genes were identified from various cereal species including wheat, rice, maize, and barley from the published literature. The blastn analysis was carried out to identify their A-, B- and D-sub-genome homeologues of those genes. This process identified 95 homeologues in wheat which were then used in the subsequent analyses. 

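Supplementary Table 2 names 95 genes in 34 gene families, and all 95 identifiers are present in the count tables. The A sub-genome holds 32 of the genes, the B sub-genome 30 and the D sub-genome 32. A further gene, PpD_U (TraesCSU02G196100), lies on unplaced sequence. In 29 families the A, B and D homoeologues are all listed. EXPB5 is listed with its D homoeologue alone (TraesCS2D02G411200) and PSTOL1 with its A homoeologue alone (TraesCS5A02G045800). RHT5 is listed with its D homoeologue alone (TraesCS3D02G347900) and RTH5 with its A and B homoeologues. These similar names were counted as separate families.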

The gene IDs, names, description and GO ontology are given in Supplementary Table 2. The GO enrichment analysis was performed using Triticeae-Gene Tribe, a homology database^25^ (Supplementary Table 3). Initially, heatmaps were generated for 95 genes using gene IDs (TraesIDs) for tpm values in leaf (Fig. 1A) and root tissues (Fig. 1B). The expression profiles of the selected genes extracted from the main DEG file using the R code^20^. The heatmaps were generated using TBTools. In leaf tissues, all genes were expressed except *TaMOR, PSTOL1, EXPA8, LBD16, EXPB1, COW1*, and *EXPB5*. 

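With expression taken as a mean of at least 1 tpm over the replicate libraries of at least 1 cultivar, 66 of the 95 genes were expressed in leaf, 32 of them in all 24 cultivars. The count fell most, to 39, with 5 tpm in place of 1 tpm. No read was counted in any of the 66 leaf libraries for 20 genes. These were the 3 homoeologues each of TaMOR, EXPB1 and COW1, the listed genes of PSTOL1 and EXPB5, EXPA8_3B, EXPA8_3D, LBD16_4A and LBD16_4D, and also GNA1_5A, TaRSL4_2A, TaRSL4_2D, VP1_3B and VP1_3D. EXPA8_3A (TraesCS3A02G165900) and LBD16_4B (TraesCS4B02G316100) had 1 read each, both in the single leaf library of Chakwal-97. For EXPB5_2D, which is 786 bp long, 3 counts correspond to 0.546 tpm in a single leaf library and to 0.0083 tpm over all 66, the limits that a count of 0 allows. The 3 homoeologues of LRA1 stayed at or under 4 counts in every leaf library. IAA13_5A, IAA23_7D and TaRSL4_2B were counted in 66, 48 and 39 leaf libraries and had highest cultivar means of 0.760, 0.998 and 0.806 tpm.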

No expression of *VP1* gene was observed in leaf tissues in all varieties except Seher-2006 which showed highest expression of *VP1_3A* (Fig. 1A). In contrast to leaf tissues, all genes exhibited differential expression patterns in roots except three homoeologues of *Ppd* gene and D homoeologue of *EXPB5* (Fig. 1B). 

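VP1_3A (TraesCS3A02G417300) had 1 read in all 66 leaf libraries together, in replicate 1 of Seher-2006, where the mean over the replicate libraries was 0.0192 tpm. In a leaf library, 3 counts of this gene correspond to 0.172 tpm, so both Seher-2006 and the other cultivars lay under the limit that a count of 0 allows, and no fold change is given. The contrast of Seher-2006 with the mean of the other cultivars had p = 0.0886 and an adjusted p of 0.647 in edgeR's fit to the leaf libraries with this gene kept. The unadjusted p was 0.0427 without a filter on low counts, with an adjusted p of 0.484. It was 0.907 with DESeq2, 0.161 without replicate 2 and 0.165 without replicate 3. Without replicate 1, which holds the read, no value could be computed. No read was counted on VP1_3B or VP1_3D in either tissue. VP1_3A had single reads in 7 of the 69 root libraries. Replicate 1 of Seher-2006 in leaf had at most 79.9% of the genes that are on in some libraries and off in others in the same state as a root library of that name.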

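In root, 80 of the 95 genes reached 1 tpm in at least 1 cultivar, 60 of them in all 24 cultivars, and 4 genes (GNA1_5A, PSTOL1_5A, VP1_3B and VP1_3D) had no read in the 69 root libraries. Both tissues expressed 62 genes, 18 were expressed in root only, 4 in leaf only and 11 in neither. PpD_2A (TraesCS2A02G081900) reached at most 0.109 tpm in a root cultivar and 3 counts in a root library, which left it too low to test for differences between cultivars. The count of EXPB5_2D was 1 in all root libraries together, so this gene was not tested either. PpD_2D (TraesCS2D02G079600), with 0.627 ± 0.225 tpm (SD, n = 24 cultivars), did not differ between cultivars in root (adjusted p = 0.441, edgeR). Its adjusted p fell under the threshold with all deposited cultivars (0.0765), with the libraries of Supplementary Table 1 only (0.0698) and without replicate 1 (0.0591). PpD_U, with 0.200 ± 0.127 tpm, differed between cultivars (adjusted p = 0.00283), and leaving out replicate 3 raised its adjusted p to 0.125. Of the other genes tested, the homoeologues of TaMOR on 4A, 4B and 4D, EXPA10_2D, SERK1_2D, TaRSL4_2A, IAA13_5B, IAA13_5D and CRL4_4D did not pass the threshold in root. Their adjusted p-values lay between 0.101 (TaMOR_4D) and 0.836 (CRL4_4D).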

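Between leaf and root tissues, 55178 of the 62747 genes tested passed the threshold, 25303 with higher expression in leaf and 29875 with higher expression in root. Of the 74 genes of Supplementary Table 2 that could be tested, 64 passed it, and the same number passed when adjusted over the list alone. In the fit, 19 of them were higher in leaf and 45 higher in root. For 1 of the 45, TaMOR_4B, without a count in leaf, the lower limit at 3 counts in each leaf library was 0.896-fold, or 1.88-fold on tpm values. That limit alone, with TMM normalization, leaves its direction open. Over all 66 leaf libraries together, 3 counts correspond to 0.0049 tpm, against a mean of 0.61 tpm in root. TaMOR_4B was higher in root in all 24 cultivars, which argues against the opposite direction. The requirement of at least 10 counts in every sample moved the count most, to 31 of the 37 genes then tested. The directions depend on the scaling. On tpm values, with limma on log2(tpm + 1), the median log2 fold change of all genes shifted by -0.91 against that with TMM normalization, and 7 genes of the list were higher in leaf and 60 in root. Against TMM normalization, 11 genes of the list changed direction. The median log2 fold change of the 74 genes was -0.70, or -0.44 with 7 genes at their lower limit, and 10000 random lists of genes of the same mean expression had a median of -0.01.

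**Figure D1:**
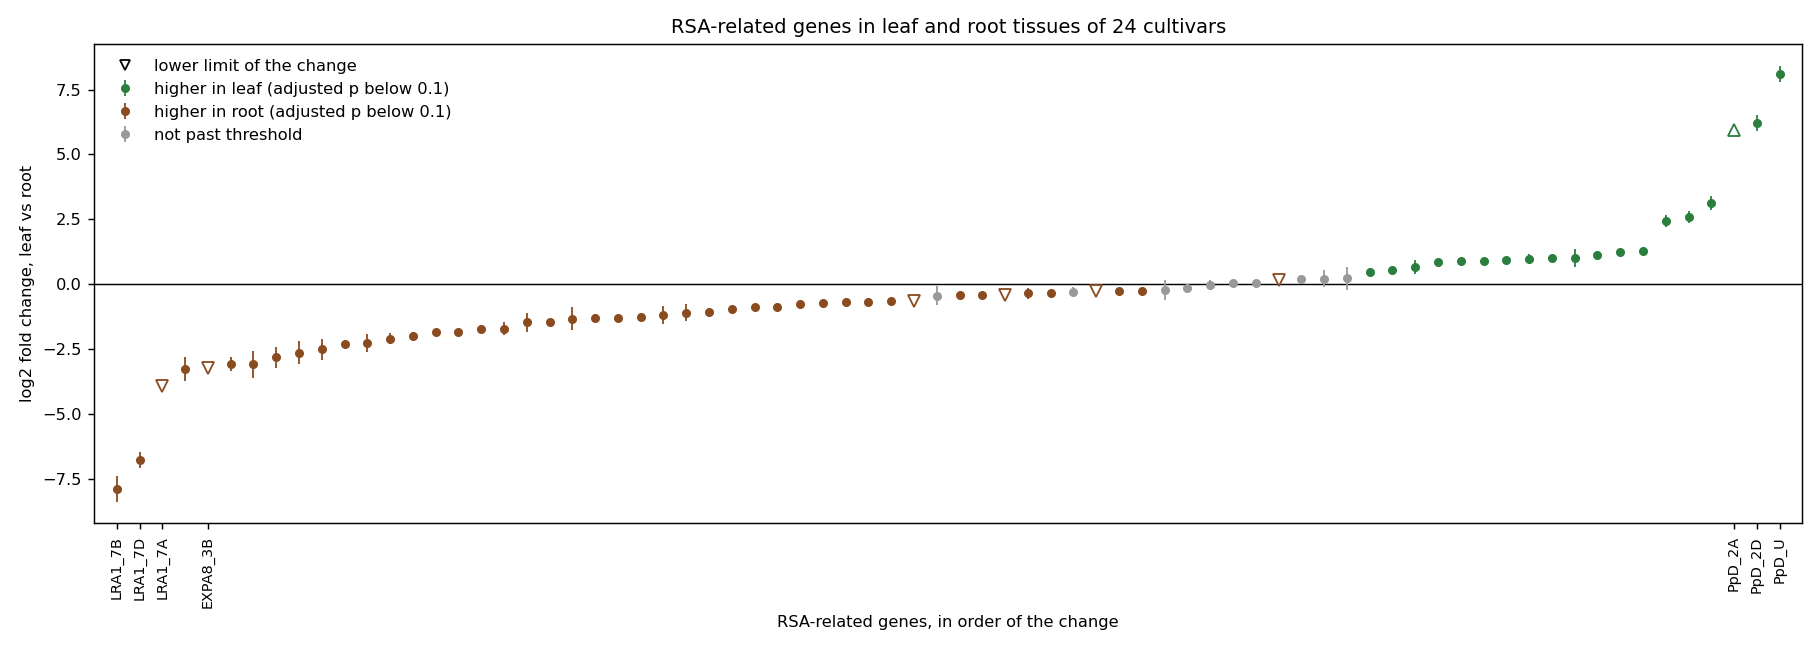
Log2 fold change between leaf and root (24 cultivars each) of the 74 genes tested, with the standard error as whiskers and open triangles for the 7 genes with only a lower limit. Names are given for the homoeologues of PpD and LRA1 and for EXPA8_3B. Of the genes past the threshold, 19 are higher in leaf and 45 in root with TMM normalization, and 11 genes change direction on tpm values.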

Volcano plot showing differentially expressed gene across 24 cultivars is presented as Fig. 2. The expression of these genes was differential in across root tissues. 

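Differences between cultivars in root were tested on 69 libraries of 24 cultivars. Of the 64317 genes tested, 53765 passed the threshold. Of the 83 genes of Supplementary Table 2 among them, 73 passed it, and 74 passed when adjusted over the list alone. The requirement of at least 10 counts in every library moved the count of the list most, to 50 of the 56 genes then tested, and leaving out replicate 3 moved it to 57 of 82. The 3 homoeologues of RTH3 had the smallest p-values of the list. RTH3_4D (TraesCS4D02G188600) had 31.4 ± 18.6 tpm (SD, n = 24 cultivars), from 4.41 to 75.7 tpm in Rawal-87, with F = 35.3 and an adjusted p of 2.94e-20. RTH3_4A (TraesCS4A02G117100) had 32.2 ± 17.6 tpm with F = 26.7 and an adjusted p of 4.66e-18. RTH3_4B (TraesCS4B02G187300) had 21.2 ± 11.4 tpm with F = 26.2 and an adjusted p of 6.94e-18. The highest cultivar mean of all 3 was that of Rawal-87, whose replicate 1 had at most 64.3% of the genes with on/off expression between libraries in the same state as another root library of that name. The common dispersion between the replicate libraries of a cultivar was 0.0714 in root. Of the 69 root libraries, 41 shared at least 97% of the genes with on/off expression with another root library of their name. The test takes the names as given. The paper counts the differential expression of these genes in the roots among its checks of the dataset.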

Leaf gene expression was found significantly correlated with yield traits (Fig. 3). The differential expression of RSA concerning genes in roots was significantly correlated to all 25 root traits under optimum conditions with some variations (Fig. 4). The dataset and initial analysis proved very effective in culminating the differential gene expression in root tissues and due to the large number of samples, it was possible to associate gene expression data with the phenotypes. 

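Replicate libraries were compared on 241 genes with on/off expression, which were below 0.15 CPM (counts scaled to the library size) in some libraries, above 2 CPM in others, and rarely between. The genes were chosen without cultivar names, after the data were seen. Pairs of root libraries with the same cultivar name had a median of 96.7% of these genes in the same state (66 pairs), and pairs with different names 67.8% (2280 pairs). Pairs of leaf libraries with the same name had a median of 70.3% (61 pairs), and pairs with different names 66.8% (2084 pairs). Between leaf and root the median was 67.7% with the same name and 67.4% with different names. With the names permuted within a tissue, the mean over same-name pairs fell from 88.2% to 68.3% in root (permutation p = 0.0001, one-sided, the smallest that 10000 permutations can give) and from 72.6% to 67.3% in leaf (permutation p = 0.0003). Between leaf and root it was 68.4% against 67.8% (permutation p = 0.24).

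**Figure D2:**
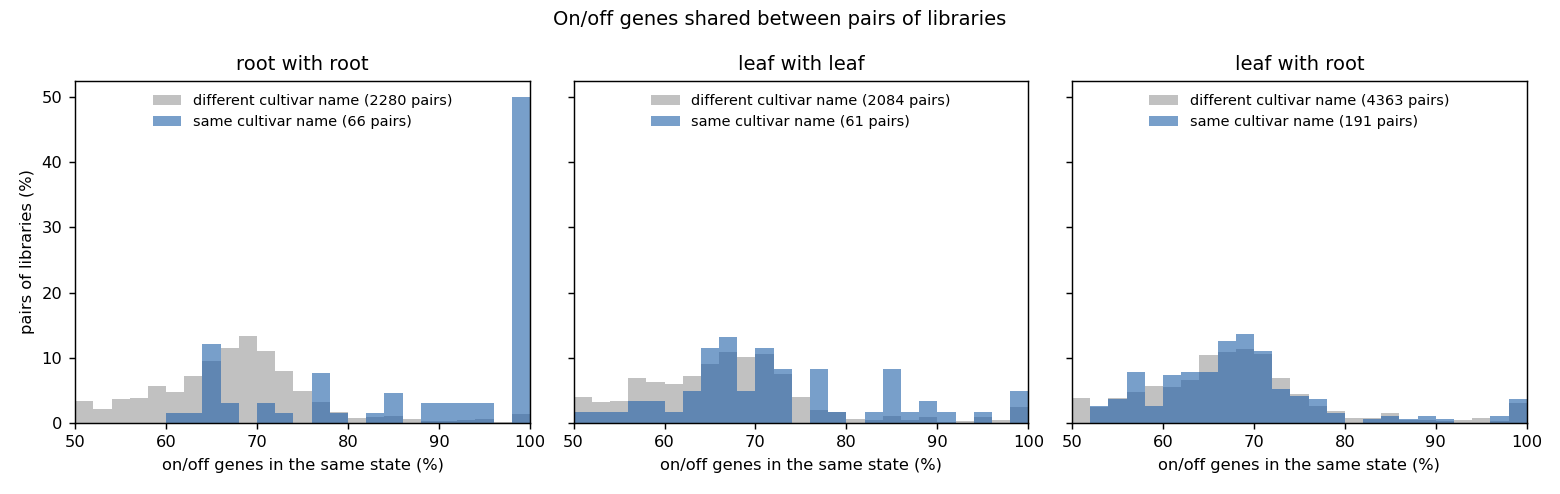
Share of the 241 on/off genes in the same state (%) in pairs of libraries of Table 1 cultivars, as a percentage of the pairs with the same cultivar name or with different names (pairs under 50% are drawn in the lowest bin). The median of same-name pairs is 96.7% in root, 70.3% in leaf and 67.7% between leaf and root.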

In conclusion, the differential expression of these genes in the roots provided a validation of the dataset.

**Fig. 1:**
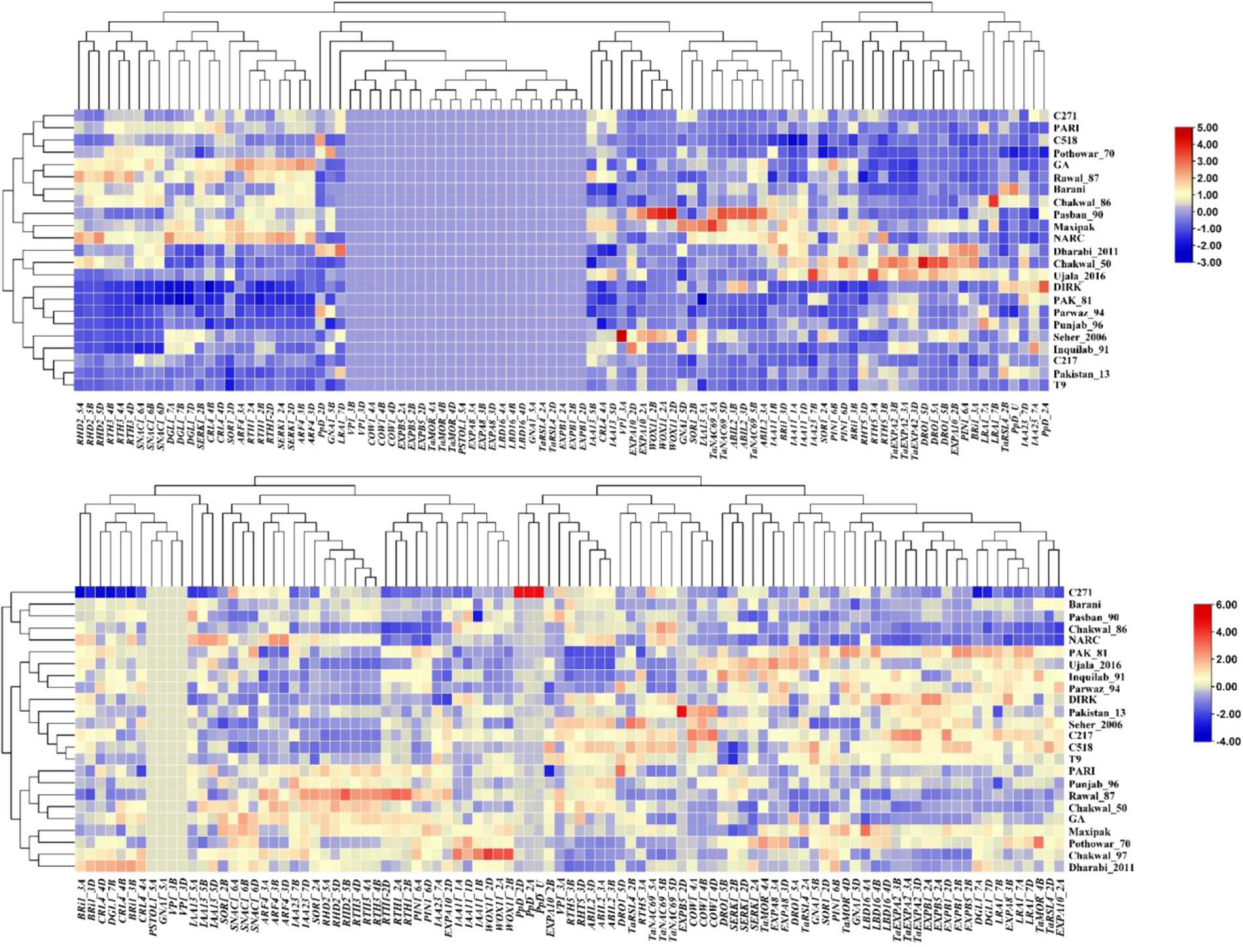
Differential expression of RSA-related genes in (**A**) leaf and (**B**) root tissues of 24 bread wheat cultivars. The original gene names have been used while Traes IDs can be found in the associated excel file available at FigShare under 10.6084/m9.figshare.23292389.

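In leaf, differences between cultivars were tested on 65 libraries of 23 cultivars, since Chakwal-97 has no replicate. Of 56665 genes, 15440 passed the threshold, and of the 67 genes of Supplementary Table 2 tested, 36 passed it (39 when adjusted over the list alone). Without replicate 3 the number of listed genes fell to 10. The common dispersion was 0.272, larger than in root. The smallest adjusted p-values of the list were those of RHD2_5B (TraesCS5B02G299000) with 2.12e-08, RHD2_5A (TraesCS5A02G301700) with 9.44e-08 and RHD2_5D (TraesCS5D02G306400) with 1.01e-07. Their means were 3.78 ± 5.77, 0.901 ± 0.931 and 1.76 ± 2.59 tpm (SD, n = 24 cultivars). The highest mean of each was in Chakwal-97, with 28, 3.84 and 12.6 tpm. Its single library is part of these means and SDs but not of the test. Of the 66 leaf libraries, 50 shared at least 97% of the genes with on/off expression with root libraries of other cultivar names only. In the single Chakwal-97 leaf library, the genes of chromosome 3B had a median log2 ratio of -4.19 to the leaf median (1222 genes), and those of 6B had -0.94 (966 genes). ARF4_3B (TraesCS3B02G475800) had 7 counts there, where the leaf median gives 1227.9, and TaEXPA2_3B had 0 against 48.6.

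**Figure D3:**
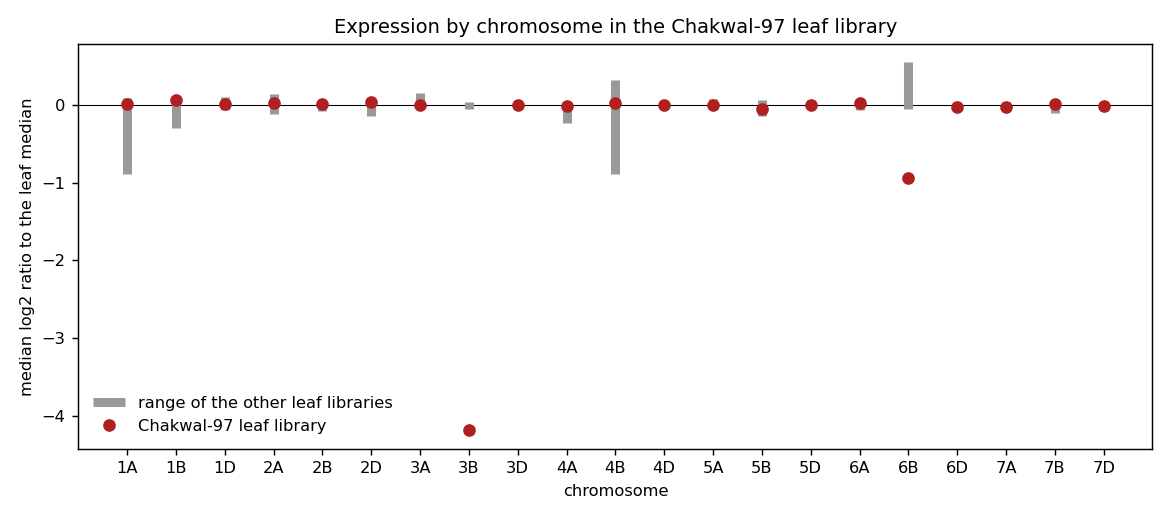
Median log2 ratio of each chromosome's expressed genes to the leaf median, with points for the Chakwal-97 leaf library and bars for the range of the other leaf libraries. The library is at -4.19 on 3B and -0.94 on 6B, and between -0.05 and 0.06 on the other chromosomes.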

**Fig. 2:**
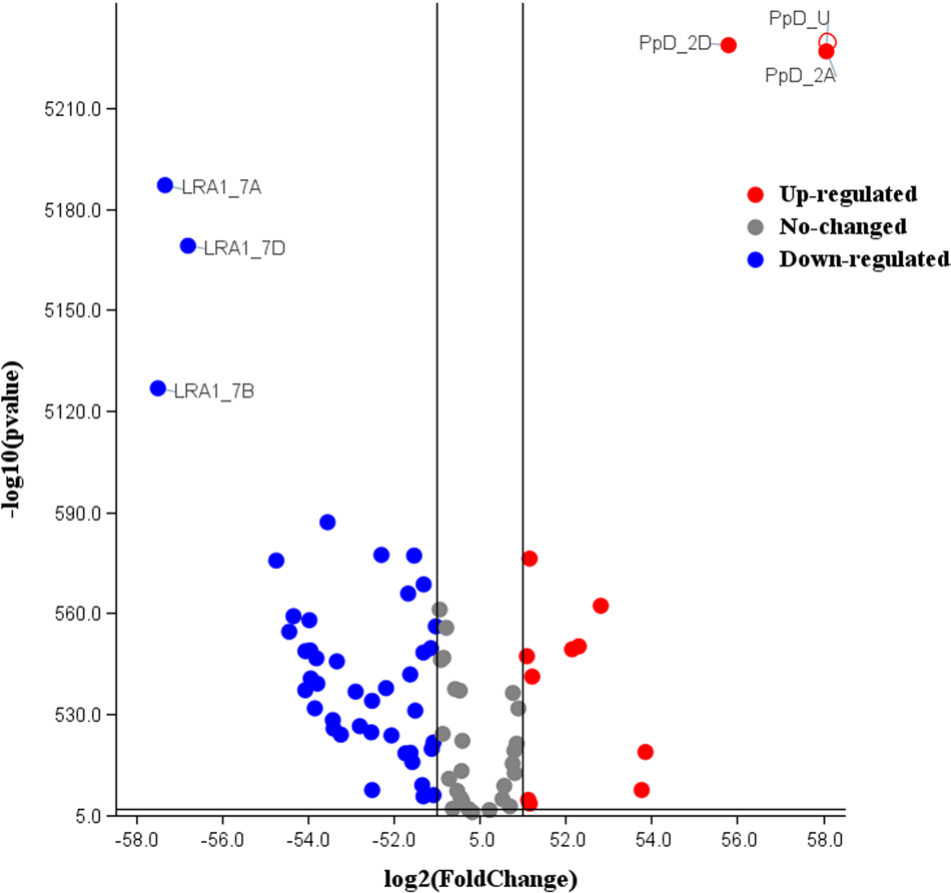
Volcano plot showing up- and down-regulation (leaf vs root) of root-related genes. Only top six genes are labelled.

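The genes labelled in Fig. 2 are the listed homoeologues of PpD and LRA1. PpD_U had 26.2 ± 9.67 tpm in leaf and 0.200 ± 0.127 tpm in root (SD, n = 24 cultivars), a log2 fold change of 8.11 (standard error 0.31, adjusted p = 3.77e-29, edgeR). PpD_2D had 21.4 ± 14.8 tpm in leaf against 0.627 ± 0.225 tpm in root, with a log2 fold change of 6.22 (standard error 0.30, adjusted p = 8.57e-25). PpD_2A had 6.33 ± 2.24 tpm in leaf, and since every root library held at most 3 counts of it, its expression was at least 61.9-fold higher in leaf with TMM normalization and at least 29.3-fold on tpm values. All 3 genes were higher in leaf in each of the 24 cultivars. In the opposite direction, LRA1_7B (TraesCS7B02G398100) had 4.82 ± 2.41 tpm in root and 0.00800 ± 0.0189 tpm in leaf, a log2 fold change of -7.89 (standard error 0.50, adjusted p = 3.96e-20). It was higher in root in 23 of 24 cultivars. For LRA1_7D (TraesCS7D02G478800), with 5.86 ± 2.14 tpm in root, the log2 fold change was -6.79 (standard error 0.30, adjusted p = 2.42e-26). LRA1_7A (TraesCS7A02G492400) had at most 3 counts in a leaf library and was at least 15.2-fold higher in root (32.0-fold on tpm values), where it had 4.57 ± 1.66 tpm. Both LRA1_7A and LRA1_7D were higher in root in all 24 cultivars. EXPA8_3B (TraesCS3B02G199900), which Fig. 2 does not label, had no read in leaf and 7.07 ± 2.79 tpm in root, at least 9.49-fold higher (20.1-fold on tpm values).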

**Fig. 3:**
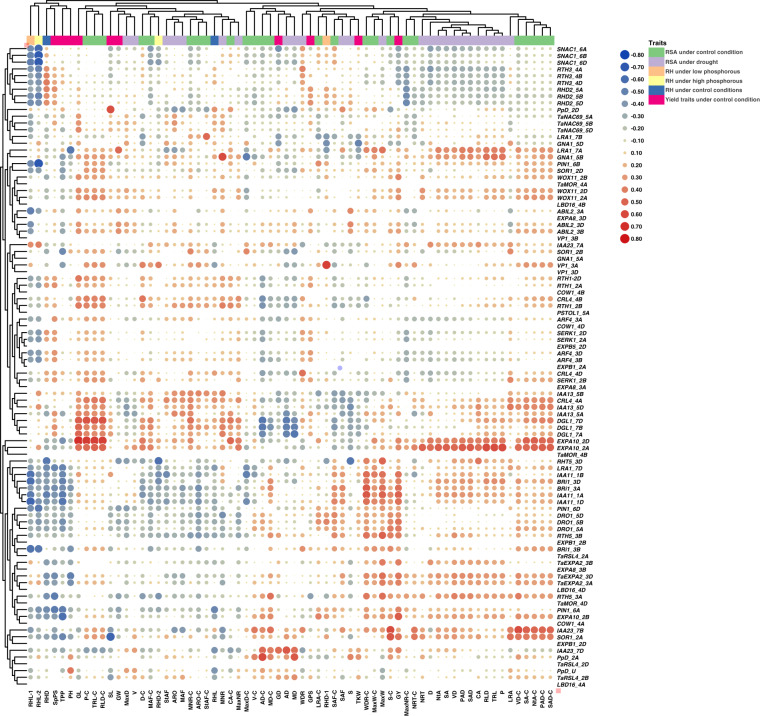
Heatmap showing significant correlations between expression of RSA-related genes in leaf, yield-related traits, and root traits under control and drought stress conditions. The size of the circle explains the extent of correlation. Traits are abbreviated as; Maximum weight (MaxW), Maximum diameter (MaxD), Lower root area (LRA), median number of roots (MNR), steep angle frequency (StAF), solidity (S), volume diameter (VD), surface area (SA), network area (NtA), projected area diameter (PAD), surface area diameter (SAD), median angle frequency (MAF), average root orientation (ARO), shallow angle frequency (SAF), depth (D), width to depth ratio (WDR), maximum number of roots (MaxNR), number of root tips (NRT), volume (V), perimeter (P), total root length (TRL), root length diameter (RLD), convex area (CA), average diameter (AD), median diameter (MD), spikes per spike (SpPS), plant height (PH), tillers per plant (TPP), grain yield (GY), grain length (GL), thousand kernel weight (TKW), grain density (GD), grains per spike (GPS), spike length (SL), and grain weight (GW).

**Fig. 4:**
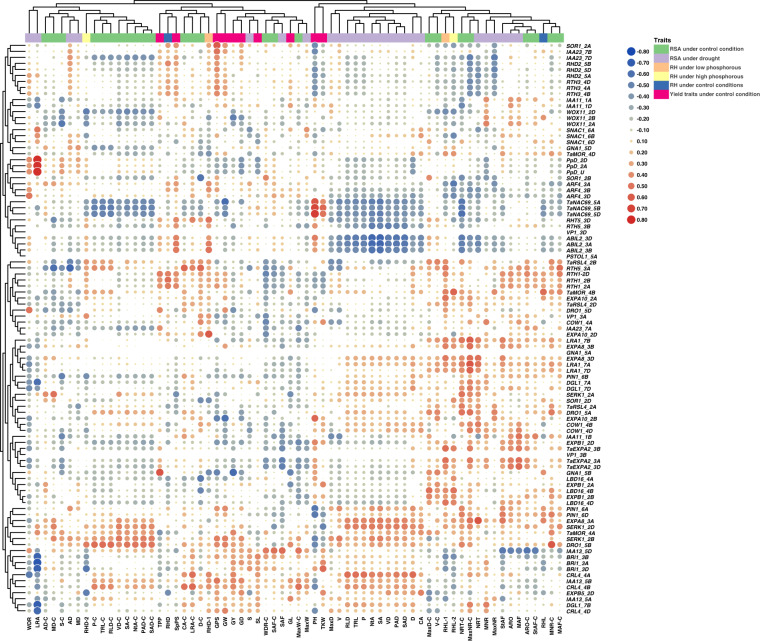
Heatmap showing significant correlations between expression of RSA-related genes in roots, yield-related traits, and root traits under control and drought stress conditions. The size of the circle explains the extent of correlation. Traits are abbreviated as; Maximum weight (MaxW), Maximum diameter (MaxD), Lower root area (LRA), median number of roots (MNR), steep angle frequency (StAF), solidity (S), volume diameter (VD), surface area (SA), network area (NtA), projected area diameter (PAD), surface area diameter (SAD), median angle frequency (MAF), average root orientation (ARO), shallow angle frequency (SAF), depth (D), width to depth ratio (WDR), maximum number of roots (MaxNR), number of root tips (NRT), volume (V), perimeter (P), total root length (TRL), root length diameter (RLD), convex area (CA), average diameter (AD), median diameter (MD), spikes per spike (SpPS), plant height (PH), tillers per plant (TPP), grain yield (GY), grain length (GL), thousand kernel weight (TKW), grain density (GD), grains per spike (GPS), spike length (SL), and grain weight (GW).

### Supplementary information

Supplementary Table

## Data Availability

FigShare R code used to generate Figs. 3, 4 is available at 10.6084/m9.figshare.23292389 along with the source file. FigShare R code to generate heatmap of any given wheat gene IDs (using TraesIDs) using the normalized count data file is available at 10.6084/m9.figshare.23292389. The code is also available on GitHub repository as: https://github.com/plantbiologyqau/R-code-for-gene-expression-heatmap/tree/main

How the deposited data were processed for this re-analysis (not part of the article)

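RNA-seq libraries of seedling leaf and root tissues of wheat cultivars were used as the authors deposited them, as tables of reads counted on each gene with featureCounts and as tpm values. The tables hold 163 libraries of 30 cultivars. Of these, 66 leaf and 69 root libraries belong to the 24 cultivars of Table 1, and 16 leaf and 12 root libraries belong to cultivars outside it. The counts are whole numbers without normalization. In 161 of the tpm files the values equalled tpm values computed from the counts and gene lengths, and 2 tpm files, both of Zincol-2016, were cut short and were not used. Between 8111979 and 11212584 reads per library were counted, with a median of 9428073. A count of 0 allows an expression of up to 3 counts in a library, which covers counting error only. Genes of noncoding RNA, 12853 in each table, held 0.0165% of the counts of the Table 1 cultivars.

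Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, edgeR's filterByExpr, a trended dispersion and the quasi-likelihood F-test. Leaf vs root was tested on counts summed over the replicate libraries of each cultivar and tissue, 24 samples per tissue, with the tissue as the only term. Differences between cultivars were tested within each tissue on single libraries of the cultivars with at least 2 libraries, 69 root and 65 leaf libraries. A trend over the year of release was tested per decade on 24 samples per tissue. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and for the 95 genes of Supplementary Table 2 also over the list alone, at the paper's threshold of 0.1. The paper used DESeq2 and its text does not name the design of the model. Genes whose libraries in one tissue all had at most 3 counts are given as a lower limit of the fold change, against 3 counts.

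A gene was taken as expressed when the mean tpm over the replicate libraries of at least 1 cultivar reached 1. The genes named are those the paper names in the sentence of a claim or labels in Fig. 2, with the 3 listed genes of largest change in each direction, or of smallest p for differences between cultivars, past the threshold. Any other gene was named after its values were seen. Fold changes and standard errors are those of the fit.

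The alternatives were DESeq2 1.42.0 with its size factors (Wald or likelihood ratio test), no filter on low counts, at least 10 counts in every sample, the replicate block (the cultivar in leaf vs root, the replicate number within a tissue), each library on its own, all deposited cultivars, the libraries of Supplementary Table 1 only, limma 3.58.1 on log2(tpm + 1) and log2(tpm + 0.1), each replicate number left out in turn, the year trend without T9, an adjusted p under 0.05, and an absolute log2 fold change of at least 1 as drawn in Fig. 2. For expression, 0.1, 0.5 and 5 tpm, 10 counts, and 1 tpm in at least 12 cultivars were tried. The fits were tested on simulated data with 200 changed genes. All 200 were recovered in each, with 21 false calls among 62343 genes for leaf vs root, 23 among 6000 for cultivars and 14 among 67932 for the year trend. Only these genes changed, equally up and down, all above a minimum mean count and with a single dispersion. In the data, most genes differed between leaf and root. The simulations therefore do not test the scaling between tissues, nor the recovery of weak changes or of genes at low counts.

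Libraries were also compared on on/off genes, which were below 0.15 CPM or above 2 CPM in all but at most 5% of the libraries and in each state in more than 5% of the libraries of each tissue. The share in the same state was computed over the genes on or off in both libraries, and at least 97% was taken as a match. A second set of 138 genes allowed between 5% and 10% of libraries in between. Expression along chromosomes was measured in windows of 50 neighbouring expressed genes (median of at least 5 CPM) as the median log2 ratio to the median of the tissue, and for whole chromosomes in single libraries. Random splits of the samples and permutations used fixed seeds. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for these steps. Gene coordinates were not used, since the identifiers of the counts give the chromosome and the order of the genes only. The traits of Figs. 3 and 4 were not analysed.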

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

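All tests in this part were chosen after the results were seen.

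Replicate libraries of one cultivar name shared on/off genes in root far more than in leaf. The share of same-name pairs exceeded that of different-name pairs by 19.9 percentage points in root and 5.2 in leaf, a difference of 14.8 points over the 23 cultivars with replicates in both tissues. It was larger in root in 19 of them (p = 0.00027, permutation of signs, one-sided). Within root, 41 of the 69 libraries matched another root library of their own name. Within leaf, 6 of the 65 libraries with another leaf library of their name matched one. Of the 66 leaf libraries of Table 1 cultivars, 3 matched a root library of their own name. A further 50 matched only root libraries of another name, and 13 matched none. The best root match of a leaf library shared a median of 99.6% of the genes, and the best root library of its own name 69.8%.

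Several technical explanations were weighed for the leaf libraries. Library size is argued against by the median best share of 99.6%. Mean depth was 9276431 counted reads in the 50 leaf libraries that matched another name only. It was 9436008 in the 3 that matched their own name (permutation p = 0.55), a group too small for this test to decide. A failure of on/off genes to carry over from root to leaf is argued against by Zincol-2016, a cultivar outside Table 1, where leaf and root libraries shared at least 96.1% and no library of another name shared more than 78.9%. The choice of genes is argued against by the second set of 138 genes, where 49 of the 50 leaf libraries kept their best match to within 3 percentage points. Mixed seed within a cultivar would reach both tissues if they came from the same sowing, as the paper describes it, and the difference of 14.8 points between root and leaf argues against it as the whole cause. Of the 66 leaf libraries, 49 matched a leaf library of another name. The values are consistent with a mislabelled sample in many leaf libraries, of which 50 matched another name only. This remains a hypothesis, since it was found and tested on these data. Some root libraries of different names matched each other too, so a leaf library can match several names, and the data do not show at which step (seed, plant, RNA, library or table) the names could have been exchanged. For the 13 that matched none, a biological difference between the tissues in these genes was not tested.

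Replicate numbers were shared across names as well. Among all leaf libraries, 83 pairs with different names matched, and in 49 of them both libraries had the same replicate number. Replicate numbers shuffled within names gave a mean of 27.5 (permutation p = 0.0002), which argues against chance sharing of numbers.

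The library labelled Chakwal-97 leaf replicate 2, the single leaf library of that name, had a median log2 ratio of -4.19 over chromosome 3B, far from the other libraries, and 2.9% of the counts expected there from the leaf median. Missing entries are argued against by the 878 of 1222 expressed 3B genes that have a count. Low depth is argued against by its other chromosomes, which lay at -0.05 or above apart from 6B at -0.94. In each of 10 consecutive parts of 3B the genes were low, the highest part at -4.13, and the values are consistent with a plant that lacked chromosome 3B, as a hypothesis. The counts left on 3B may be reads of the homoeologous chromosomes, which was not tested. The root libraries named Chakwal-97 were at 0.01 or above on 3B, and this leaf library shared at most 64.0% of on/off genes with them. Its best root match was replicate 2 of Gabo, with 96.9%, which was at -0.39 on 3B. The values of ARF4_3B, ABIL2_3B, BRi1_3B, RTH5_3B and TaEXPA2_3B in Chakwal-97 leaf rest on this library.

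A region of chromosome 1B was low in 14 of the 163 libraries, with median log2 ratios from -2.77 to -2.18, while the lowest of the other libraries was at -0.81. The region covers 395 expressed genes in root and 277 in leaf. The low libraries were 6 from root (replicates 1, 2 and 3 of Pasban-90, replicate 2 of Barani-83, replicate 3 of Chakwal-50 and replicate 2 of NARC-2009) and 8 from leaf (replicates 1 and 2 of Rawal-87, replicate 1 of Ujala-2016, replicate 1 of Pakistan-13, replicate 2 of Chakwal-86, replicates 1 and 3 of Hope and replicate 1 of Sonalika). A difference between the tissues is argued against by the 6 low root libraries. Of the 8 low leaf libraries, 6 have root libraries of their name, and 0 of these names had a low root library. On the on/off genes of the other chromosomes, 7 of the 8 had a low root library as their best match, against 0 of the 74 other leaf libraries. This is consistent with a mislabelled sample in these leaf libraries. What the region is, such as a segment from another species, was not tested.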

How the results depend on the processing

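The alternatives were chosen before the data were examined, and no test in this part was chosen after the result was seen. The 18 results for named genes had 178 values under the alternatives, of which 166 kept their direction and their side of the threshold, 9 became weaker, 3 became stronger and 0 reversed. Of 164 counts under an alternative, 118 were within 1.5 times the count obtained with the settings of the text, of which 15 were equal to it. Of the 10 values of other comparisons with a test, 1, given below, changed sign. Another crossed the threshold of 0.1. The mean rank of the leaf with the same name as a root had a permutation p of 0.23, and of 0.05 with 5000 genes. The changes among the named genes concerned PpD_2D and PpD_U between cultivars in root, and the genes GNA1_5B, SERK1_2B and DRO1_5D in the trend over the year of release. Where no reason is given below, the cause was not tested.

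Leaf vs root gave 64 listed genes and 55178 genes in all. With at least 10 counts in every sample, fewer genes were tested, and 31 listed genes passed (12 higher in leaf, 19 in root) and 26965 in all (13092 and 13873). With an absolute log2 fold change of at least 1 there were 41 (10 higher in leaf) and 35329 in all (16010 and 19319), by construction fewer. With limma on log2(tpm + 1) or log2(tpm + 0.1), 7 listed genes were higher in leaf in each, and over all genes 13259 and 13147 were higher in leaf and 45181 and 45068 in root. The median over all genes then shifted by -0.91 and -1.07, so these directions depend on the scaling. With the replicate block of the cultivar, which pairs leaf and root by name, 66 listed genes and 54780 genes in all passed. Since many leaf libraries matched another name, this pairing carries that doubt.

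Differences between cultivars in root gave 53765 genes, and 30289 with at least 10 counts in every sample, where fewer genes were tested. They gave from 35140 to 42934 genes across the 3 fits that each left out one replicate number, with fewer libraries, and the listed genes ranged from 57 to 63 against 73. The lowest values were those without replicate 3. With the replicate block of the replicate number, 72 listed genes passed. In leaf, 36 listed genes and 15440 in all became 20 and 6786 with at least 10 counts in every sample, again with fewer genes tested, and from 10 to 25 and from 4225 to 7095 across the fits that left out one replicate number. With all deposited cultivars, leaf gave 46 listed genes and 29674 in all, and with DESeq2 38 and 22488. With the replicate block of the replicate number, 37 listed genes passed in leaf.

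The trend over the year of release in root gave 1701 genes and 2 of the list. It gave 936 and 1 with at least 10 counts in every sample, 4114 (2299 rising and 1815 falling, against 656 and 1045) and 6 with DESeq2, 815 and 0 at an adjusted p under 0.05 (12 of the list at an unadjusted p under 0.05), and 507 (91 rising and 416 falling) and 0 without T9, the cultivar released first (14 unadjusted). In leaf, 388 genes and 1 of the list became 0 and 0 with at least 10 counts in every sample (4077 and 7 at an unadjusted p under 0.05), 1239 and 2 with DESeq2, 153 and 0 at an adjusted p under 0.05 (11 of the list unadjusted), and 279 and 0 without T9 (13 of the list unadjusted).

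The 66 listed genes expressed in leaf fell to 39 at 5 tpm, while those in root ranged from 62 to 89 against 80. The mean correlation of the pedigree pairs in leaf, -0.013, changed sign with 500 genes, to 0.031, with p = 0.60 on permutation. Low windows in root, 1737, fell to 1046 with windows of 100 genes and rose to 3591 at a threshold of -0.5, where leaf rose from 1993 to 4138. The single leaf library of Chakwal-97 gave 1813 of the 1993 and 2279 of the 4138. Without it, leaf had 180 windows, and 14 with windows of 100 genes and 1859 at a threshold of -0.5. The highest share of leaf transcripts in a root library, 0.013% of the leaf level over 500 genes, was 0.001% over 100 genes and 0.094% over 2000. The test of VP1_3A in leaf without replicate 1 gave no value, since that replicate number holds its single read. The depth limits the genes with at most 3 counts in a tissue to lower limits of their fold change.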

Differences from the paper's values

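No test in this part was chosen after the result was seen. For PpD_2D, the paper's log2 fold change between leaf and root is about 5.8 in Fig. 2, read by eye, and the value here was 6.22 (standard error 0.30). The tick labels of Fig. 2 print with a stray leading digit, so the axis was read from the lines at -1 and 1, and the gap may lie within the error of this reading. Of the alternatives set before the data were examined, at least 10 counts in every sample (6.01), the replicate block of the cultivar (5.89), all deposited cultivars (5.98) and leaving out replicate 2 (5.96) brought the value within the standard error of the paper's. DESeq2 (6.16), no filter on low counts (6.20), each library on its own (6.13), the libraries of Supplementary Table 1 only (6.26), limma on log2(tpm + 1) (3.49) and on log2(tpm + 0.1) (4.61), and leaving out replicate 1 (6.31) or replicate 3 (6.29) did not.

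The paper states that all genes outside a list of named ones were expressed in leaf. Outside that list and VP1, GNA1_5A, TaRSL4_2A and TaRSL4_2D had no count in leaf, and the LRA1 homoeologues, IAA13_5A, IAA23_7D and TaRSL4_2B stayed under 1 tpm. At 0.5 tpm, and with at least 10 counts, IAA13_5A, IAA23_7D and TaRSL4_2B counted as expressed. At 0.1 tpm LRA1_7D did too, as did EXPA8_3A and LBD16_4B, which are on the paper's list, with 1 read each. IAA23_7D reached 1 tpm when any 1 replicate number was left out, and TaRSL4_2B when replicate 2 or 3 was. The paper singles out Seher-2006 for its expression of VP1_3A in leaf, where 1 read was counted, under the limit of 3 counts. In root, the paper describes differential patterns for the listed genes except PpD and EXPB5_2D, from a heatmap of tpm values. It names no test there, while the calls here come from edgeR's test of differences between cultivars, so the measures are unlike. PpD_U passed the threshold here (adjusted p = 0.00283), though not without replicate 3 (0.125), and PpD_2D did not (0.441), though it did with all deposited cultivars (0.0765), with the libraries of Supplementary Table 1 only (0.0698) and without replicate 1 (0.0591). TaMOR_4A, TaMOR_4B, TaMOR_4D, EXPA10_2D, SERK1_2D, TaRSL4_2A, IAA13_5B, IAA13_5D and CRL4_4D did not pass it here. With DESeq2, TaMOR_4B (0.0980) and TaMOR_4D (0.0278) passed, and adjusted over the list alone TaMOR_4D did (0.0950), as part of 74 genes against 73 over all genes. COW1_4A, COW1_4B, DRO1_5A, DRO1_5D, TaRSL4_2B and VP1_3A were too low in root to be tested. Without the filter on low counts, COW1_4B passed (0.0519) and the others did not, nor did PpD_2A (0.811) and EXPB5_2D (0.998). GNA1_5A, PSTOL1_5A, VP1_3B and VP1_3D had no count in root. Fig. 1B shows very high PpD in the root of C271. In these data, root maxima were 0.109 tpm in C217 for PpD_2A, 1.07 tpm in GA-2002 for PpD_2D and 0.475 tpm in Seher-2006 for PpD_U. The legend of Fig. 1 gives 24 cultivars, while its leaf panel shows 23, without Chakwal-97.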

Other observations

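Tests of the on/off genes in this part were chosen after the result was seen; the others were set before the data were examined.

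Other splits of the samples were counted on about 6000 drawn genes with the listed genes. Among 100 splits of the leaf and root samples into groups of 24, only 1, the split of the tissues itself, gave as many genes past the threshold (5337 of 6063, at most 10 in the others), and 1 gave as many listed genes (64, against 0 in the others). For cultivars in root, 1 of 60 splits, the real one, gave as many genes (5100) and 1 as many listed genes (74). For cultivars in leaf, 1 of 60 gave as many genes (1646) and 1 as many listed genes (36). For the year of release, 2 of 100 splits of the years gave as many genes in root (135) and 4 of 100 in leaf (47).

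The paper names changes of expression over time as a use of the data, but its text gives no test of a trend over the year of release. In root, 1701 of 67932 genes passed the threshold, 656 rising and 1045 falling with later release. The balance of directions depends on the settings, with 2299 rising and 1815 falling with DESeq2 and 91 and 416 without T9. In leaf, 388 of 59228 genes passed, 369 rising. Among the listed genes, GNA1_5B fell by 0.11 log2 units per decade in root (adjusted p = 0.0616), and SERK1_2B rose by 0.10 (adjusted p = 0.0942). In leaf, DRO1_5D rose by 0.98 (adjusted p = 0.0653), but only 12 of the 66 leaf libraries had a count of it. Adjusted over the list alone, 2 genes passed in root and 4 in leaf. The years are tied to the cultivar names, and many of the leaf names are in doubt. The root trend rests on names too, and 41 of the 69 root libraries matched another root library of their own name. In root, 35 pairs with different names matched. The trends of both tissues change with the settings, as given above.

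If the leaf and root samples with one name came from one genotype, the leaf of the same name would be the closest to its root. Its mean rank among 24 leaves was 11.42, where chance gives 12.5, and it came first for 2 of 24 roots (permutation p = 0.23). Against this prediction, the leaf of the same name was not the closest for most roots. How highly a true pair would rank in these data was not measured, and the genes were chosen with the cultivar names. The ranks alone therefore do not decide whether 1 genotype lies behind each name. With 500 genes the mean rank was 11.92 and with 5000 genes 10.17 (permutation p = 0.35 and 0.05). Cultivars related by pedigree were not more alike, with a mean correlation of -0.102 over 5 pairs in root (permutation p = 0.76) and -0.013 in leaf (p = 0.62). The pairs went both ways, from -0.49 (Pari-73 and Seher-2006) to 0.74 (T9 and C518) in root, so a shared pedigree and no effect cannot be told apart.

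Runs of neighbouring genes with low expression covered 1737 windows and 30 segments of 18 cultivars in root and 1993 windows and 21 segments of 11 cultivars in leaf. The single leaf library of Chakwal-97 gave 1813 of the windows in leaf, and 180 windows in 13 segments of 10 cultivars remain without it. Chance clustering is argued against, since 0 of 100 random gene orders gave as many windows in root and 0 in leaf. A replaced or missing segment in the cultivar would be low in the leaf of the same name, which 2 of the 30 root segments were, against 11 low in the leaf of some name. In 23 of the 30, every root library of the name was at or below -0.5. This argues against a change in a single library there, except for NARC-2009 on 1B. There replicate 2 was at -2.94, far below replicates 1 and 3 at -0.63 and -0.78. In the segments outside the 23, at least 1 root library was above -0.5. As many leaf names are in doubt, the leaf of the same name does not decide, and a replaced or missing segment and a lower expression of an unchanged segment cannot be told apart. Another region, on chromosome 2D, was low in 6 libraries (from -3.68 to -3.59, with the next at -1.52). They were replicates 1, 2 and 3 of Chakwal-86 in root and its replicate 1 in leaf. The others were replicate 1 of Rawal-87 and replicate 2 of C217, both in root. Unlike on 1B, the low leaf library had low root libraries of its own name. On the on/off genes of the other chromosomes, its best match was a low root library. This also held for 2 of the 81 other leaf libraries, so the best match did not always carry the state of the region. Apart from the Chakwal-97 leaf library, whole chromosomes lay from -0.89 (replicate 1 of Ujala-2016 leaf on 4B and replicate 2 of Inquilab-91 leaf on 1A) to 0.55 (replicate 1 of Gabo root on 4B and replicate 3 of Dirk leaf on 6B), with an SD of 0.039. Replicate 3 of Rawal-87 root was at 0.51 on 5B, replicate 2 of Gabo root at -0.39 on 3B and replicate 1 of C271 root at -0.33 on 4B.

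Leaf tissue mixed into root samples would raise leaf genes in the root libraries. Over 500 leaf genes, the highest level in a root library was 0.013% of that in leaf, which argues against such mixing. The listed genes were chosen by the authors for roots, and their median log2 fold change, -0.70, lay below that of 10000 random lists of the same mean expression (one-sided p = 0.0001, the smallest they can give; 0.011 with 7 genes at their lower limit). This goes with a list more root-biased than other genes of the same abundance. The random lists were drawn gene by gene, while homoeologues of one family often changed alike, as those of LRA1 and of SNAC1 did. Both p-values treat homoeologues as independent and may be too small. Lists drawn by family were not tried. Mean correlations between replicate numbers across cultivars were 0.021 in root and 0.025 in leaf.

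In root, several libraries shared nearly all on/off genes with libraries of another name. Replicate 3 of Chakwal-50 and replicate 2 of NARC-2009 shared all of them, as did replicate 2 of Barani-83 with Pasban-90, and replicate 2 of C217 and replicate 1 of Rawal-87 with Chakwal-86. Outside Table 1, single reads of VP1_3A were counted in replicate 3 of S-24 and replicate 3 of TJ-83 in leaf. The error rates that Supplementary Table 1 lists run from 0.00101 to 0.00182, above the bound in the text of the paper.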
